# A PAS domain-containing regulator controls flagella-flagella interactions in *Campylobacter jejuni*

**DOI:** 10.3389/fmicb.2015.00770

**Published:** 2015-07-30

**Authors:** Mark Reuter, Paula M. Periago, Francis Mulholland, Helen L. Brown, Arnoud H. M. van Vliet

**Keywords:** Campylobacter, flagella, transcriptional repression, PAS domains

## Abstract

The bipolar flagella of the foodborne bacterial pathogen *Campylobacter jejuni* confer motility, which is essential for virulence. The flagella of *C. jejuni* are post-translationally modified, but how this process is controlled is not well understood. In this work, we have identified a novel PAS-domain containing regulatory system, which modulates flagella-flagella interactions in *C. jejuni*. Inactivation of the *cj1387c* gene, encoding a YheO-like PAS6 domain linked to a helix-turn-helix domain, resulted in the generation of a tightly associated “cell-train” morphotype, where up to four cells were connected by their flagella. The morphotype was fully motile, resistant to vortexing, accompanied by increased autoagglutination, and was not observed in aflagellated cells. The Δ*cj1387c* mutant displayed increased expression of the adjacent Cj1388 protein, which comprises of a single endoribonuclease L-PSP domain. Comparative genomics showed that *cj1387c* (*yheO*) orthologs in bacterial genomes are commonly linked to an adjacent *cj1388* ortholog, with some bacteria, including *C. jejuni*, containing another *cj1388*-like gene (*cj0327*). Inactivation of the *cj1388* and *cj0327* genes resulted in decreased autoagglutination in Tween-20-supplemented media. The Δ*cj1388* and Δ*cj0327* mutants were also attenuated in a *Galleria* larvae-based infection model. Finally, substituting the sole cysteine in Cj1388 for serine prevented Cj1388 dimerization in non-reducing conditions, and resulted in decreased autoagglutination in the presence of Tween-20. We hypothesize that Cj1388 and Cj0327 modulate post-translational modification of the flagella through yet unidentified mechanisms, and propose naming Cj1387 the Campylobacter Flagella Interaction Regulator CfiR, and the Cj1388 and Cj0327 protein as CfiP and CfiQ, respectively.

## Introduction

The thermophilic *Campylobacter* species *C. jejuni* and *C. coli* are causative agents of human gastroenteritis, and are commonly transmitted via contaminated food, especially poultry meat. Diarrhoeal disease linked with *Campylobacter* spp. is prevalent in many countries in the Western world, with around half a million cases annually in the UK (Tam et al., 2012). Despite its importance as a human pathogen, much remains to be learned about *Campylobacter* virulence mechanisms. The role of the flagellar system in *Campylobacter* virulence cannot be understated. Firstly, flagellar motility confers the ability to swim toward intestinal epithelial cells, which is critical for subsequent cell invasion (Lee et al., 1986; Szymanski et al., 1995). Secondly, the flagellar Type III secretion system is utilized to secrete non-flagellar effector proteins, which have roles in virulence (Konkel et al., 2004; Song et al., 2004; Poly et al., 2007; Barrero-Tobon and Hendrixson, 2012, 2014; Neal-McKinney and Konkel, 2012). Thirdly, motility is essential for chemotaxis, and various chemotaxis-defective mutants are attenuated in animal models of disease (Takata et al., 1992; Yao et al., 1997) or show reduced immunopathology (Bereswill et al., 2011). Flagella are also required for autoagglutination [i.e., aggregation, AAG (Golden and Acheson, 2002)] in *Campylobacter*, which is thought to play a role in adherence to, and invasion of human embryonic intestinal cells (Misawa and Blaser, 2000). AAG activity is also associated with virulence in *Escherichia coli, Helicobacter pylori*, and *Burkholderia pseudomallei* (Cole et al., 2004; Boddey et al., 2006; Moreira et al., 2006).

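In the *C. jejuni* NCTC 11168 genome sequence, *flaA* lies from base 1269232 to 1270950 and *flaB* from 1267368 to 1269086, and both features are 1719 bases long. In the RNA-seq library of the wild-type strain, *flaA* had an RPKM of 425.92 and *flaB* an RPKM of 83.10, where RPKM is the number of reads per kilobase of feature, scaled to the mapped reads of the library. The RPKM of *flaA* was 5.13 times that of *flaB*, with an exact (Clopper-Pearson) 95% interval of 5.03 to 5.22 that covers counting error only. There was 1 library and so no replicate check. Reads that match both genes could have been split between them in the authors' mapping, so the values of both genes are uncertain.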

The *Campylobacter* flagellum consists of two highly similar flagellin sub-units, FlaA, and FlaB (Guerry et al., 1991), and is heavily glycosylated, which plays an important role in flagella structure and function in *Campylobacter*. The flagellum is modified by covalent O-linked attachment of modified pseudaminic or legionaminic acid sugars (Thibault et al., 2001; Logan et al., 2002; McNally et al., 2007) and glycosylation has been shown to be essential for flagella assembly (Goon et al., 2003; Asakura et al., 2013). Moreover, subtle changes in glycosylation affect AAG as mutants unable to modify flagella with an acetamidino-derivative of pseudaminic acid, fail to autoagglutinate, suggesting that these sugar modifications are required for flagella interaction during AAG (Guerry et al., 2006). Genes encoding the biosynthetic pathway for glycan synthesis and transfer are highly variable among *Campylobacter* strains (Guerry et al., 2006), which likely gives rise to a high level of glycan heterogeneity within the genus that may have a role in antigenic variation and immune avoidance.

The whole flagellar apparatus involves the coordinated assembly of 40–100 proteins (Chen et al., 2011; Lertsethtakarn et al., 2011), and flagellar rotation imposes an energy demand on cells. Accordingly, expression of flagella genes is tightly regulated, with genes involved in the secretion apparatus subject to expression from σ^54^-dependent promoters, and the major flagellin and several effectors requiring σ^28^ (Nuijten et al., 1990; Guerry et al., 1991; Carrillo et al., 2004; Wosten et al., 2010). Other factors involved in regulating transcription of flagellar genes are the two-component FlgSR system (Hendrixson and DiRita, 2003; Wosten et al., 2004) and the FlgM anti-sigma factor (Wosten et al., 2010). Flagella may be further regulated via phase variation as a result of polymeric A/T tracts within the *flgR* gene (Hendrixson, 2006). Activation of the FlgS histidine kinase is thought to be dependent on interaction with components of the flagellar assembly apparatus (Boll and Hendrixson, 2013) and σ^54^-dependent flagella genes are activated by low pH (Le et al., 2012). Glycosylation may also be regulated at the metabolic level as pyridoxal-5′-phosphate production results in decreased flagellar glycosylation (Asakura et al., 2013).

The *Campylobacter* genome encodes other environmental sensing modules, including those involved in chemotactic sensing (Marchant et al., 2002) and gene regulation (Raphael et al., 2005). Among the repertoire of sensing modules, PAS domains have been linked to both chemotaxis sensors (Reuter and van Vliet, 2013) and two-component sensors (Luethy et al., 2015). PAS (Per, Arnt, Sim) domains are wide-spread in bacteria, archea, and eukaryotes, and have roles in sensing a wide range of stimuli including light, oxygen, redox potential, and even play a role in circadian regulation in higher eukaryotes (Taylor and Zhulin, 1999). In *C. jejuni*, three PAS-domain-containing proteins are involved in balancing energy and redox taxis (Elliott and Dirita, 2008; Reuter and van Vliet, 2013). Here we investigate the function of the previously uncharacterized PAS-domain protein Cj1387c in *C. jejuni*. Using a combination of mutational analysis, microscopy and proteomics, we have identified two proteins that have a role in mediating cell-cell contacts via flagella. The role of these proteins in virulence is also assessed using the *Galleria mellonella* invertebrate infection model.

## Materials and methods

### *C. jejuni* strains and growth conditions

*Campylobacter jejuni* strain NCTC 11168 and its isogenic mutants (Table 1) were routinely cultured in a MACS-MG-1000 controlled atmosphere cabinet (Don Whitley Scientific) under microaerobic conditions (85% N_2_, 5% O_2_, 10% CO_2_) at 37°C. For growth on plates, strains were either grown on Brucella agar, blood plates [Blood Agar Base 2 (BAB), 1% yeast extract, 5% horse blood (Oxoid)], or BAB with Skirrow supplements (10 μg ml^−1^ vancomycin, 5 μg ml^−1^ trimethoprim, 2.5 IU polymyxin-B). Broth culture was carried out in Brucella broth (Becton Dickinson).

**Table 1:** **Bacterial strains described in this study**.

**Strain**	**Description^a^**
***E. coli* STRAINS**	
Top10	General cloning strain
BL21 (DE3)	Over-expression strain compatible with the pET expression system (T7 promoter)
BL21 (DE3)::pCASO40	Cj1388 expressed in pET28a resulting in an N-terminal his-tagged protein
BL21 (DE3)::pCASO53	Cj1388^Cys71Ser^ expressed in pET28a resulting in an N-terminal his-tagged protein
***C. jejuni* STRAINS**	
NCTC 11168	Wild-type *C. jejuni* (Parkhill et al., 2000)
11168 Δ*cj1387c*	NCTC 11168 *cj1387c::cat*^*R*^
11168 Δ*cj1387cKm*	NCTC 11168 *cj1387c::kan*^*R*^
11168 Δ*cj1388*	NCTC 11168 *cj1388::kan*^*R*^
11168 Δ*cj0327*	NCTC 11168 *cj0327::cat*^*R*^
11168 Δ*cj1388cj0327*	NCTC 11168 *cj1388::kan*^*R*^ *cj0327::cat*^*R*^
11168 Δ*flaAB*	NCTC 11168 (*cj1338-39c*)*::kan*^*R*^ (Reuter and van Vliet, 2013)
11168 Δ*flaABcj1387c*	NCTC 11168 *flaAB::kan*^*R*^ *cj1387c::cat*^*R*^
11168 Δ*pflA*	NCTC 11168 *cj1565c::kan*^*R*^
11168 Δ*pflAcj1387c*	NCTC 11168 *cj1565c::kan*^*R*^ *cj1387c::cat*^*R*^
11168 Δ*cj1387c*::*cj1387c*^fdxApr^^*^	NCTC 11168 *cj1387c::cat*^*R*^ *cj0046*::*cj1387c*^fdxApr^^*^kan^*R*^
11168 Δ*cj1387c*::*cj1388*^fdxApr^^*^	NCTC 11168 *cj1387c::cat*^*R*^ *cj0046*::*cj1388*^fdxApr^^*^kan^*R*^
11168 Δ*cj0327*::*cj0327*^fdxApr^^*^	NCTC 11168 *cj0327::cat*^*R*^ *cj0046*::*cj0327*^fdxApr^^*^kan^*R*^
11168*::cj1387c*^fdxApr^^*^	NCTC 11168 *cj0046*::*cj1387c*^fdxApr^^*^kan^*R*^
11168 Δ*cj1388*::cj1388^*^	NCTC 11168 *cj1388::kan*^*R*^ *cj0046*::cj1388^*^cat^*R*^
11168 Δ*cj1388*::*cj1388*^*cys*71ser^^*^	NCTC 11168 *cj1388::kan*^*R*^ *cj0046*::*cj1388*^*cys*71ser^^*^cat^*R*^

a kan^R^, kanamycin antibiotic resistance cassette; cat^R^, chloramphenicol antibiotic resistance cassette;

* * denotes complementation construct: ^fdxApr^, gene under control of the constitutive fdxA promoter*.

### Construction of Δ*cj1387c*, Δ*cj1388*, Δ*cj0327*, Δ*cj1388cj0327*, and Δ*cj1387cflaAB* mutants

Plasmids used in this study are listed in Table 2, and primers used are listed in Supplementary Table 1. DNA fragments of the target gene and approximately 500 bp of flanking sequence on each side were PCR amplified using Phusion DNA polymerase (New England Biolabs) using the primers detailed in Supplementary Table 1. These amplified fragments were purified (PCR purification kit, QIAGEN, Germany), digested and ligated into pNEB193 (New England Biolabs) also digested with the corresponding restriction endonucleases (see Supplementary Table 1) and transformed into a chemically competent *E. coli* strain Top10 (Invitrogen). Constructs containing an insert were selected on LB agar plates containing 100 μg ml^−1^ carbenicillin and 20 μg ml^−1^ X-gal. Constructs containing an insert were confirmed by restriction digest analysis and sequencing (Eurofins MWG Operon, Ebersberg, Germany). To make the Δ*cj1388* and Δ*cj0327* insertional inactivation constructs, *Bam*HI sites, were introduced at the 5′ and 3′ end of the target genes by inverse PCR using primers detailed in Supplementary Table 1. Inverse PCR products were purified (PCR-purification kit, QIAGEN) digested with *Bam*HI, and ligated to either the kanamycin cassette (*Bam*HI cohesive ends) from pMARKan9 (Δ*cj1388*) or chloramphenicol cassette (*Bam*HI cohesive ends) from pAV35 (Δ*cj0327*). All ligation reactions were transformed into *E. coli* strain Top10 and positive transformants were selected for by plating on LB agar supplemented with either 30 μg ml^−1^ kanamycin or 30 μg ml^−1^ chloramphenicol as appropriate. Plasmids with insert, and insert orientation, were verified with restriction digest analysis and sequencing. Single *C. jejuni* mutant strains were isolated after transformation of the *C. jejuni* NCTC 11168 wild-type strain with plasmids by electroporation (Reuter and van Vliet, 2013), followed by selection on plates supplemented with either 50 μg ml^−1^ kanamycin or 10 μg ml^−1^ chloramphenicol. The Δ*cj1387c* mutant (antibiotic cassette in the same orientation as *cj1387c*) was made by transforming wild-type cells with either pCj1387::KanC1 (Kan^r^) or pCj1387::CatC1 (Cat^r^). To make the Δ*cj1388cj0327* double mutant, the Δ*cj1388* strain was transformed with the *cj0327* insertional inactivation construct and transformants selected on Brucella plates supplemented with 10 μg ml-1 chloramphenicol. To make the 11168 Δ*cj1387c-flaAB* strain (*cj1387c* inactivated in a non-motile background), the Δ*flaAB* strain (Kan^r^) was transformed with pCj1387::CatC1 and transformants selected on Brucella plates supplemented with 10 μg ml^−1^ chloramphenicol.

**Table 2:** **Plasmids described in this study**.

**Plasmids**	**Description^a^**
pNEB193	General cloning vector (NEB)
pET28a	Over-expression strain for making N-terminally his-tagged proteins
pCfdxA	Complementation plasmid containing *cj0046* flanks, Chloramphenicol resistance cassette and *fdxA* promoter (Reuter and van Vliet, 2013)
pC46	Complementation plasmid containing *cj0046* flanks, Chloramphenicol resistance cassette (for native promoter complementation (Reuter and van Vliet, 2013)
pCj1387::KanC1	*cj1387c* disruption plasmid, kan^*R*^
pCj1387::CatC1	*cj1387c* disruption plasmid, cat^*R*^
pCASO24	*cj1387c* complementation plasmid—*fdxA* promoter, kan^*R*^
pCASO29	*cj1388* disruption plasmid, kan^*R*^
pCASO36	*cj0327* disruption plasmid, cat^*R*^
pUCΔpflA	*cj1565c* (*pflA*) disruption plasmid, kan^*R*^
pCASO40	*cj1388* cloned into pET28a
pCASO41	*cj1388* complementation plasmid—*fdxA* promoter, cat^*R*^
pCASO52	*cj1388*^cys71ser^ complementation plasmid—*fdxA* promoter, cat^*R*^
pCASO53	*cj1388*^cys71ser^ cloned into pET28a
pCASO62	*cj0327* complementation plasmid—*fdxA* promoter, kan^*R*^
pMARKan9	Source of Kanamycin resistance cassette (van Vliet et al., 1998)
pAV35	Source of Chloramphenicol resistance cassette (van Vliet et al., 1998)

a *kan^R^, kanamycin resistance; cat^R^, chloramphenicol resistance*.

To confirm the position of the antibiotic cassette in antibiotic resistant clones, colonies were picked into 10 ml Brucella broth, supplemented with the appropriate antibiotic, and grown overnight. Genomic DNA was isolated from 4 ml overnight culture (DNeasy kit, QIAGEN). Diluted genomic DNA was used as template for PCR using primers that anneal outside of the cloned flanking regions in combination with antibiotic cassette-specific primers (Supplementary Table 1).

### Construction of *cj1387c, cj0327*, and *cj1388* complementation constructs

*C. jejuni* mutants were complemented by inserting the *cj1387c, cj0327*, or *cj1388* gene *in trans* using the *cj0046* pseudogene (Reuter and van Vliet, 2013). The genes were PCR-amplified from the NCTC 11168 genomic DNA (for primers see Supplementary Table 1), digested with *Nco*I or *Bsp*HI, and ligated into pKfdxA or pCfdxA digested with *Esp*3I (Fermentas) to make pCASO24 (*cj1387c* expressed from constitutive *fdxA* promoter), pCASO62 (*cj0327* expressed from constitutive *fdxA* promoter), and pCASO41 (*cj1388* expressed from constitutive *fdxA* promoter). These constructs were transformed into the relevant mutant backgrounds using standard electroporation methods. Complementation strains were confirmed by PCR using purified genomic DNA and primers that anneal outside of the *cj0046* flanking regions in combination with gene-specific primers (see Supplementary Table 1). To make the cys70ser substitution, pCASO41 was used as template for inverse PCR using primers 1388Cys-SerDpnI1/2 (see Supplementary Table 1). The PCR product was digested with *Dpn*I for 60 min at 37°C and then purified (PCR purification kit, QIAGEN). A 1/10 volume of the total purified DNA was transformed into *E. coli*. To confirm those constructs with the correct sequence, plasmid DNA was purified and sequenced using the T7 primer (Eurofins Genomics, Ebersberg, Germany).

### Assessment of growth

A 50 μl single-use glycerol stock, routinely stored at −80°C, was used to inoculate a BAB plate with Skirrow supplements and these cells were used to inoculate fresh Brucella broth. Cultures were grown in microaerobic conditions with shaking overnight at 37°C. The overnight culture was diluted to A_600_ ≈0.05 (~ 1 × 10^7^ CFU ml^−1^) in either 50 ml fresh Brucella broth in a T75 filter screw cap tissue culture flask (TPP, Helena Biosciences) or 200 μl in a 96-well plate [flat bottom, non-treated, sterile, polystyrene, (Corning, NY, USA)]. Flasks were grown in microaerobic conditions with shaking at 37°C and the A_600_ was monitored every 60 min for up to 10 h. Growth in 96-well plates was assessed using an Omega plate reader [FLUOstar Omega (BMG Labtech, Germany)] linked to an atmospheric control unit in microaerobic conditions at 37°C. Omega assays were run for 24 h and A_600_ data was recorded every 60 min.

### Autoagglutination assays

Autoagglutination (AAG or cell aggregation and sedimentation) was measured by monitoring the A_600_ of a 1 ml overnight culture in a plastic cuvette, statically incubated at room temperature. All strains were assessed using at least three independent biological replicates. The percentage autoagglutination (% AAG) was calculated as the recorded A_600_ divided by the initial A_600_. Data was analyzed for statistical significance using unpaired *t*-tests (GraphPad Prism 6.01).

### Light microcopy and flagella staining using the Ryu stain

Typically, 10 μl of an overnight culture was added to a microscope slide and covered with a coverslip. Cells were monitored using an Eclipse 50i microscope using the x100 lens (x1000 including ocular lens) to confirm either a motile or non-motile (Δ*flaAB*, Δ*cj1387c-flaAB*) swimming phenotypes. When necessary, videos (15 frames second^−1^, 320 × 240 pixels) were captured using a Coolpix 4500 digital camera (Nikon). Video compilations were made by extracting appropriate frames using ImageJ (Rasband, W.S., ImageJ, U. S. National Institutes of Health, Bethesda, Maryland, USA, http://imagej.nih.gov/ij/, 1997–2014) and combined using iMovie version 8.0.6.

To visualize flagella, cells were stained using the Ryu stain (Heimbrook et al., 1989). Ryu stain was prepared freshly on a weekly basis (as necessary) by mixing the two components and centrifuging (15,000 × g, 3 min, room temperature). Five ul of the stain was pipetted at the edge of the coverslip to draw the stain into the sample by capillarity. Ryu stained regions were photographed (2272 × 1704 pixels, 300 dpi) using a Coolpix 4500 digital camera. ImageJ was used to prepared montage images and apply a scale bar.

### Swarm plate assays

All swarm plate assays were carried out using square 10 mm^2^ petri plates (Sterilin) inoculated with wild-type and three test strains. Swarming in rich media was assessed using Brucella broth supplemented with 0.01% TTC and 0.4% agar (Oxoid). Plates were inoculated with 5 μl of overnight culture, and incubated in microaerobic conditions at 37°C. Swarm plates were photographed using a CCD camera and gel documentation system (U:Genius, Syngene) after 24 and 48 h and halo area measured using ImageJ. For each plate, halo size was expressed as a percentage of the corresponding wild-type and each strain was tested for significance using a one-sample *t*-test, compared to a hypothetical value of 100 (GraphPad Prism 6.01).

### *Galleria* assays

The *Galleria mellonella* infection model (Champion et al., 2010) was used to assess virulence. *G. mellonella* larvae were obtained from Livefoods.co.uk (United Kingdom). *C. jejuni* strains were resuspended from Skirrow plates, centrifuged (15,000 × g, 3 min, room temperature), resuspended in PBS and adjusted to an A_600_ = 1.0. An aliquot of wild-type cells was heated at 70°C for 5 min using a MultiGene thermal cycler (Labnet International) to provide a heat-killed control. For each test strain, 10 larvae were inoculated in the right foremost pro-leg by microinjection (Hamilton, Switzerland) with a 10 μl cell suspension (~1 × 10^6^ cells). Control groups, each containing 10 larvae, were prepared in each assay: mock injection, PBS, and heat-killed bacteria. The larvae were incubated at 37°C for 24 h and then scored for survival. Larvae that showed high levels of melanization, were unable to self-right, and showed an absence of mobility were scored as non-survivors, and percentage survival was calculated. Each strain was assessed using at least four independent experiments.

### Construction of Cj1388 over-expression constructs

The *cj1388* gene was PCR amplified from the NCTC 11168 genomic DNA using primers cj1388pET_Fwd/_Rev (see Supplementary Table 1). The PCR product was digested with *Nde*I and *Bam*HI and ligated into pET28a digested with *Nde*I and *Bam*HI to make pCASO40. To make the cys70ser substitution, pCASO40 was used as template for inverse PCR using primers 1388Cys-SerDpnI1/2. The PCR product was digested with *Dpn*I for 60 min at 37°C and then purified. A 1/10 volume of the total purified DNA was transformed into *E. coli*. To confirm those constructs with the correct sequence, plasmid DNA was purified and sequenced using the T7 primers.

### Protein expression

Expression plasmids were transformed into *E. coli* BL21 (DE3) cells (NEB). For induced protein expression, 50 ml of LB supplemented with 30 μg ml^−1^ kanamycin was inoculated with 50 μl overnight broth culture and grown at 37°C with 200 rpm shaking. The A_600_ of the cultures was monitored; when the culture reached an A_600_ of ~0.5, IPTG was added to a final concentration of 0.4 mM. Cultures were grown with shaking for a further 3 h (37°C, 200 rpm). Un-induced, and hourly induction samples were collected to monitor protein expression. Cell were harvested by centrifugation (3200 × g, 15 min, 4°C) and lysed by sonication (Soniprep 150 MSE, Sanyo). His-tagged proteins were purified using Ni-NTA Spin Columns (QIAGEN). Columns were equilibrated with NPI-10 (50 mM NaH_2_PO_4_, 300 mM NaCl, 10 mM imidazole), and washed with NPI-20 (NPI + 20 mM imidazole). Protein was eluted in NPI-500 (NPI + 500 mM imidazole). For SDS-PAGE analysis, samples were mixed with 4x LDS buffer (Invitrogen, Life Technologies) with or without β-mercaptoethanol (± reducing conditions) and resolved on 4–20% precast 10 × 10 cm gels (Expedeon, UK) in 1 × MOPS at 120 V. To visualize proteins, gels were rinsed with water and stained in InstantBlue (Expedeon) overnight. Gels were imaged using a GS800 Calibrated Densitometer (BioRad) at 63.5 μm resolution.

### Two-dimensional protein gel electrophoresis

Two-dimensional protein gel electrophoresis was conducted as described previously (Shaw et al., 2012). *C. jejuni* cells were harvested from broth culture (50 ml) by centrifugation at 3220 × *g* for 15 min at room temperature. Cell pellets were resuspended in 500 μl lysis buffer (50 mM Tris (pH 7.5), 0.3% sodium dodecyl sulfate (SDS), 0.2 M dithiothreitol, 3.3 mM MgCl_2_, 16.7 μg of RNase ml^−1^, and 1.67 U of DNase ml^−1^) and lysed (Soniprep 150 MSE, Sanyo) on ice until clear. The samples were then centrifuged (20,000 × *g*, 20 min, 4°C) to remove any unlysed cells. Total cell protein was quantified using a 2D Quant kit (GE Healthcare, UK) as per the manufacturer's instructions.

### Protein identification

Protein spots of interest were picked from 2D gels using the ProPick (Genomic Solution) and subject to in-gel trypsin digestion and LC-MS-MS as previously described (Shaw et al., 2012) except using the Proteome Discoverer program (Thermo) to convert the RAW file to Mascot Generic format for Mascot Analysis (Matrix Science).

For the protein overexpression SDS-PAGE gels, the protein bands were excised and subject to in-gel digestion as previously described (Ash et al., 2014) modified for an overnight Chymotrypsin digestion under both non-reducing, and reducing and alkylating conditions. The resulting peptides were then analyzed by LC-MS-MS on an Orbitrap Fusion (Thermo). MS Convert (Chambers et al., 2012) was used to convert the RAW file to Mascot Generic format for Mascot Analysis prior to either Mascot analysis for protein identification or Mass Matrix analysis (http://www.massmatrix.net/mm-cgi/home.py) for identification of potential disulfide bonds in the non-reduced protein bands.

### Bioinformatics analysis

Pfam [http://pfam.sanger.ac.uk/ (Finn et al., 2014)] and InterProScan [http://www.ebi.ac.uk/Tools/pfa/iprscan/ (Jones et al., 2014)] were used to search for protein domains. Domain architecture information was retrieved from Pfam. Protein sequences from either complete genome sequences or whole genome shotgun assemblies were downloaded from the Patric database (http://patricbrc.org/portal/portal/patric/Home) (Wattam et al., 2014) and a BLAST database was made using BioEdit (http://www.mbio.ncsu.edu/bioedit/bioedit.html). All BLAST searches were conducted within BioEdit. EMBL String (http://string-db.org/) (Franceschini et al., 2013) was used to find homologs of Cj1387c and investigate *cj1387c*-*cj1388* genetic structure. The RNA-seq data of the *C. jejuni* NCTC 11168 wild-type have been deposited in the Gene Expression Omnibus (GEO) and Short Read Archive (SRA) databases, and are available via GEO accession number GSE49687. Transcript levels of individual genes were expressed as Reads Per Kilobase per Million mapped reads (RPKM) values, calculated after mapping of reads using CLC Genomics Workbench v5 (CLC Bio).

## Results

### *C. jejuni* contains a PAS6 domain-containing protein that exhibits limited architectural variability

PAS domains are wide-spread signal-sensing domains involved in sensing a variety of signals including light, redox potential, oxygen, and small ligands (Taylor and Zhulin, 1999; Moglich et al., 2009). Searches of the *C. jejuni* NCTC 11168 genome sequence allowed the identification of five proteins containing predicted PAS domains. Of these, the CetB and CetC proteins, consisting of single PAS domains, and CetZ, consisting of two tandem PAS domains linked to a methyl-accepting chemotaxis domain are involved in energy and redox taxis (Hendrixson et al., 2001; Reuter and van Vliet, 2013). 

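The *cetB* gene is listed from base 1117190 to 1117687 of the NCTC 11168 genome sequence, a length of 498 bases, or 165 codons without the stop codon. Its RPKM in the single wild-type RNA-seq library was 25.68, and 1361 of the 1699 listed features had a lower value.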

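The *cj1491c* and *cj1492c* genes are neighbours in the NCTC 11168 genome sequence, from base 1425847 to 1426527 and from 1426530 to 1427741. Their RPKM values in the wild-type RNA-seq library were 9.49 for *cj1491c* (95% exact interval for counting error 8.76 to 10.3) and 9.11 for *cj1492c* (8.58 to 9.67). The 2 intervals overlap, and no interval was computed for the ratio of the 2 genes, so no difference between them is claimed.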

The Cj1491-92c two-component system has a PAS domain-containing histidine kinase, and controls expression of a gluconate dehydrogenase, and other proteins involved in heme or iron acquisition, and respiration (Luethy et al., 2015). Based on the Pfam classification of domains, all these PAS domains fall into the PAS9 family. These particular domains are found linked to a wide variety of output domains and of all the PAS families, exhibit the greatest number of architectures (Supplementary Figure 1). Further analysis of the *C. jejuni* NCTC 11168 genome revealed a protein that contained a PAS6 (YheO-like) domain linked to a helix-turn-helix domain, Cj1387c (Figure 1A). In contrast to the PAS domains found in the other *C. jejuni* signaling proteins, this member of the PAS clan is only found in prokaryotes and is represented by only five different architectures (Supplementary Figure 1) with the PAS6-Helix-turn-Helix configuration being the most abundant configuration (1816 sequences). Thus, this domain may have a specialized role distinct from signal sensing.

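The *cj1387c* gene is listed from base 1324478 to 1325134 of the NCTC 11168 genome sequence. Its 657 bases hold 218 codons without the stop codon. Its RPKM in the single wild-type RNA-seq library was 5.75, and 904 of the 1699 listed features, or 53.2%, had a lower value.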

**Figure 1:**
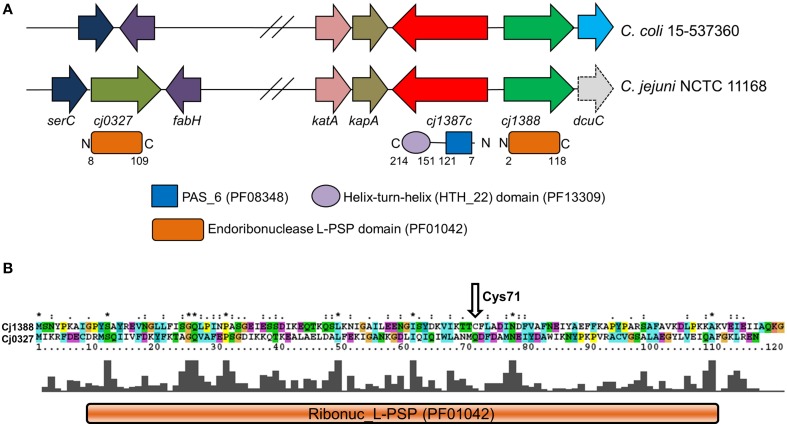
**Locus and primary sequence analysis of the** ***cj1387c*****-*****cj1388*****-*****cj0327*** **genes and encoded products**. **(A)** Diagram showing the genetic organization of the *cj0327* and *cj1387c-cj1388* genes in the *C. jejuni* and *C. coli* genomes. The gene *serC* encodes phosphoserine aminotransferase, *fabH* encodes 3-oxoacyl-[acyl-carrier-protein] synthase, and *dcuC* encodes a C4-dicarboxylate transporter protein (*dcuC* in *C. jejuni* NCTC 11168 is a pseudogene, indicated by dashed lines). **(B)** Sequence alignment of Cj1388 and Cj0327. The position of the unique cysteine residue in Cj1388 is shown. “^*^” indicates positions which have a single, fully conserved residue. “:” indicates conservation amongst similar groups of amino acids. A full explanation of the ClustalX output can be found at http://www.clustal.org/download/clustalx_help.html.

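In the NCTC 11168 genome sequence, *katA* (bases 1322526 to 1323950) and *cj1386* (1324007 to 1324477), the gene at the position where Figure 1A draws *kapA*, precede *cj1387c*, and 0 bases separate the end of *cj1386* from *cj1387c*. The interval between *cj1387c* and *cj1388* is 167 bases, and *cj1388* (1325302 to 1325664) is followed after 3 bases by *cj1389* (1325668 to 1327107), at the position of the *dcuC* pseudogene. In the wild-type RNA-seq library, the RPKM was 0.53 for *katA*, 0.22 for *cj1386*, 5.75 for *cj1387c*, 1.97 for *cj1388* and 0.40 for *cj1389*. At the other locus, *cj0327* (298536 to 298886) lies between *serC* (297463 to 298539) and *fabH* (298883 to 299857). The RPKM was 12.52 for *serC*, 4.62 for *cj0327* and 7.83 for *fabH*. Order and spacing here are by coordinate and do not give the direction of transcription. No strand was listed for the features, and the libraries were made without strand information. Reads from either strand were therefore counted on each gene.

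**Figure D1:**
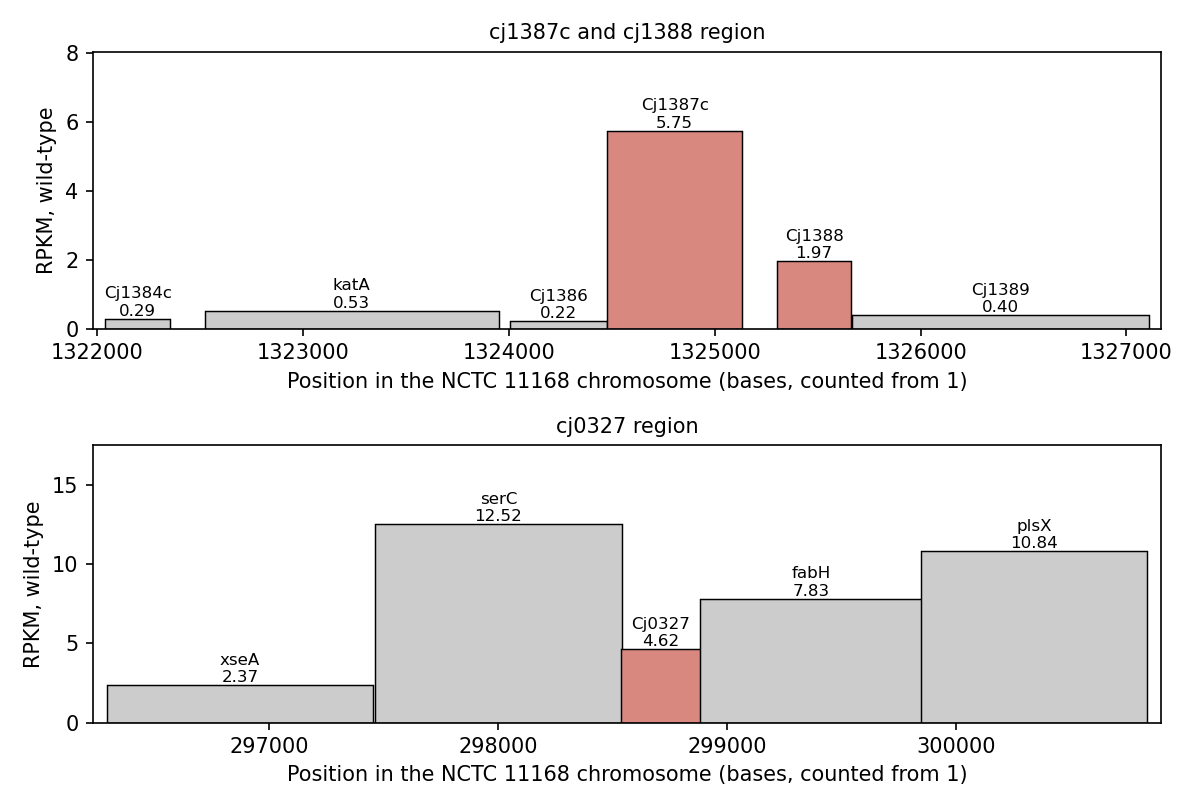
RPKM of the genes at both loci in the wild-type RNA-seq library, of which there was 1. Each box spans a gene from its first to its last base on the horizontal axis, in bases of the NCTC 11168 chromosome, and its height on the vertical axis is the RPKM; *cj1387c*, *cj1388* and *cj0327* are coloured. The RPKM of *cj1387c* (5.75) and of *cj1388* (1.97) are above those of *katA* (0.53), *cj1386* (0.22) and *cj1389* (0.40), while *cj0327* (4.62) is below *serC* (12.52) and *fabH* (7.83).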

### Inactivation of *cj1387c* results in a flagella-mediated, tightly connected “cell-train” morphotype, which does not disrupt motility

To investigate the role of Cj1387c in *C. jejuni*, the *cj1387c* gene was inactivated by insertion of an antibiotic resistance gene. The resulting strain was viable, suggesting that the Cj1387c protein does not encode an essential function, and had a wild-type growth phenotype (data not shown). When examined under light microscopy using the Ryu stain to visualize flagella, the Δ*cj1387c* cells were observed to form cell chains (“trains”) of up to four cells (Figure 2), with cells linked by their flagella. These cell chains could not be disrupted by vortexing for 2 min (Figure 2D) or extrusion through a 21 G 0.8 mm needle.

**Figure 2:**
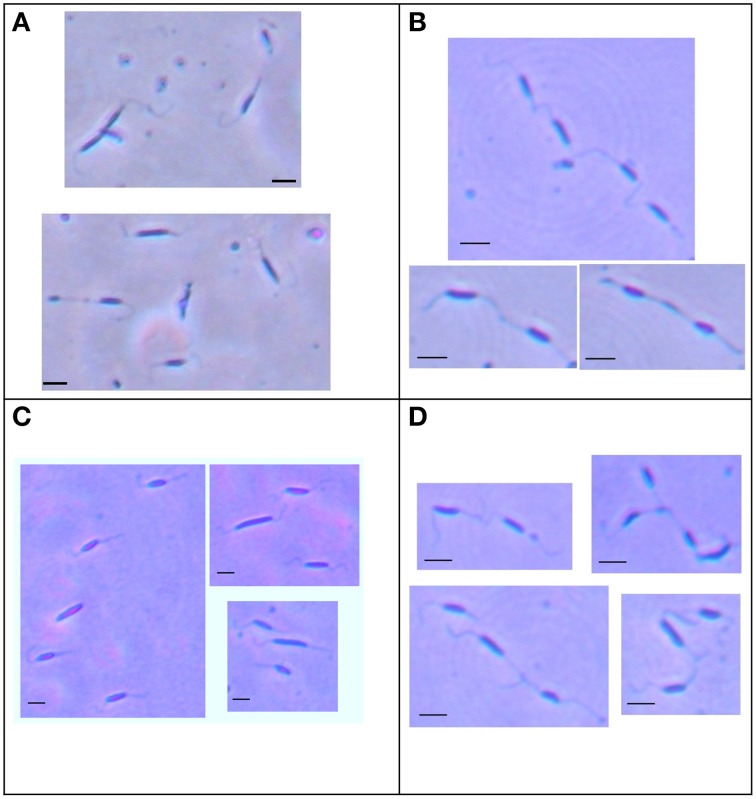
**The** ***cj1387c*** **strain forms cell chains when grown in liquid broth**. The wild-type **(A)**, Δ*cj1387c* strain **(B)**, and *cj1387c*::cj1387^*^ strain **(C)** were grown overnight in Brucella broth under microaerobic conditions at 37°C, and mounted directly on a twin-frost microscope slide. The Δ*cj1387c* strain was also subject to vortexing for 2 min before mounting **(D)**. Fresh Ryu stain was applied to the coverslip and cells photographed at × 100 magnification. Scale bar = 2 microns.

The role of flagella and the effect of the cell-train morphotype on motility were investigated by inactivation of *cj1387c* in an aflagellate Δ*flaAB* strain (Reuter and van Vliet, 2013), and the effect of flagellar rotation was investigated by inactivation of the *pflA* gene (*cj1565c*) in the Δ*cj1387c* background, which is known to result in non-functional “paralysed” flagella (Yao et al., 1994). The Δ*cj1387c* mutant displayed no defects in swimming motility when using light microscopy, and cell “trains,” containing two or three cells, were also motile (see Supplementary Video 1). Interestingly, these cell “trains” appeared to contain a dominant cell, leading the swimming cells, as gross directional changes were not observed. Swarming motility, as demonstrated using agar swarm plates, was also not significantly different from the wild-type (Figure 3). In contrast, the Δ*cj1387c-flaAB* double mutant was not motile, and halo size was less than 10% of the wild-type halo on swarm plates. The Δ*cj1387c-flaAB* cells showed no flagella or cell-cell contacts (Supplementary Figure 2), suggesting it is the flagella that are required for the cell-cell contacts observed in the Δ*cj1387c* mutant. The Δ*pflA*-*cj1387c* double mutant possessed flagella but swarming motility was similar to the non-motile Δ*cj1387c-flaAB* strain (Figure 3). The Δ*pflA*-*cj1387c* double mutant exhibited “cell-trains” observed in the single Δ*cj1387c* mutant (Supplementary Figure 3). Taken together, this suggests that the “cell-train” phenotype, caused by inactivation of the *cj1387c* gene, is a result of interactions between flagella, but independent of a functional rotating flagellum.

**Figure 3:**
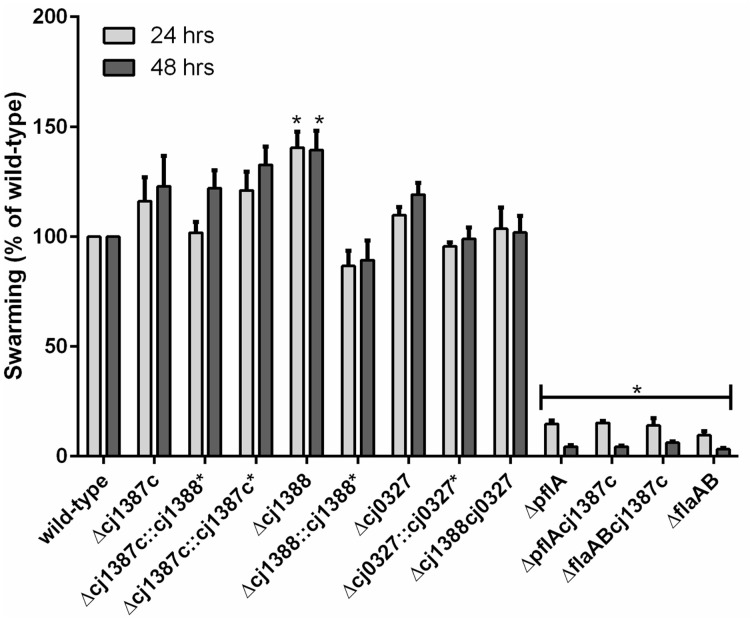
**Inactivation of the** ***cj1387c**, **cj1388***, **and** ***cj0327*** **genes does not decrease swarming motility**. Brucella broth supplemented with 0.4% agar and 0.01% TTC were inoculated with 5 μl of overnight culture and incubated in microaerobic conditions at 37°C. Halo formation was measured after 24 and 48 h and expressed as a percentage of the wild-type. Results are the mean from at least three biological replicates. An asterisk denotes statistically significant results, based on a one-sample *t*-test.

### Cj1387c is a repressor of the downstream *cj1388* gene

The Cj1387c protein contains a helix-turn-helix domain (Figure 1A), suggesting that this protein may bind DNA, and therefore have some regulatory function. Hence the Δ*cj1387c* mutant was compared to the wild-type strain using proteomics on two-dimensional gels. Only a single protein, identified as Cj1388, consistently showed differential expression when comparing the wild-type and Δ*cj1387c* mutant (Figure 4). This protein was observed in both the 6 and 12 h samples of the Δ*cj1387c* mutant, suggesting that Cj1387c represses *cj1388* transcription.

**Figure 4:**
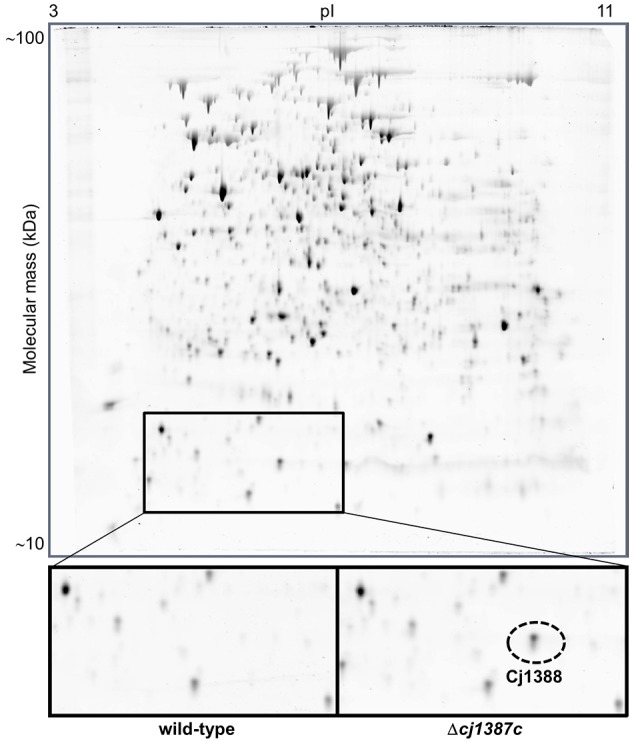
**Inactivation of** ***cj1387c*** **results in increased expressed of Cj1388**. The wild-type strain and the isogenic *cj1387c* mutant were grown for 12 h in Brucella medium, and total protein was separated by two-dimensional (2D) protein gel electrophoresis. A single protein difference was detected, which was identified as Cj1388. A representative 2D gel is shown, with the region containing Cj1388 magnified. The identity of Cj1388 was confirmed by excision of the protein fragment, trypsin digestion and mass spectroscopy. Cj1388 was identified using Mascot.

The Cj1388 protein comprises a single Endoribonuclease L-PSP (liver perchloric acid-soluble protein) domain (PF01042), see Figure 1, a domain that is predicted to inhibit protein synthesis via degradation of messenger RNA (Morishita et al., 1999). A search of the *C. jejuni* NCTC 11168 genome revealed the presence of a further Endoribonuclease L-PSP domain protein, Cj0327, which has 34% identity to Cj1388 (Figure 1B). The *cj0327* gene is not located adjacent to a putative regulatory protein, but is downstream of the SerC protein (phosphoserine aminotransferase) involved in serine biosynthesis (Figure 1A). 

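The *serC* and *cj0327* genes overlap by 4 bases in the NCTC 11168 genome sequence, and *cj0327* overlaps *fabH* by a further 4 bases. In the wild-type RNA-seq library, the RPKM of *cj0327* was 4.62 (95% exact interval for counting error 3.93 to 5.4), below the 12.52 (11.9 to 13.2) of *serC* and the 7.83 (7.28 to 8.41) of *fabH*. The intervals do not overlap, but with 1 library the differences have no replicate check.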

A BLAST search of 75 *C. jejuni* and 45 *C. coli* genomes from the PATRIC database (either complete or WGS) revealed that Cj1387c, Cj1388 and Cj0327 were highly conserved in *C. jejuni* (74/75, 75/75, and 71/75 respectively), but that in *C. coli*, homologs of Cj0327 were completely absent, while the Cj1387c-1388 system is well conserved. A comprehensive search using the String database, using *cj1387c* as a query, showed that in organisms containing a *cj1387c* ortholog, while the genetic arrangement is varied, the *cj1388* ortholog is always either directly adjacent to the *cj1387c* ortholog, or separated by a single gene (Supplementary Figure 4).

### Cj1388 and Cj0327 are non-essential and are not required for motility

Insertional inactivation was used to determine the role of Cj1388 and Cj0327 proteins in *C. jejuni*. Mutants were created in the wild-type background. To make a double Δ*cj1388cj0327* mutant, the *cj0327* disruption construct (Cm^r^) was transformed into the Δ*cj1388* (Km^r^) background. Although *cj0327* has been proposed to be an essential gene (Stintzi et al., 2005), the *cj0327* mutants were viable and showed wild-type growth phenotypes. Ryu staining showed the presence of bi-polar flagella, as in the wild-type strain, and all mutants were motile (Figure 3). The Δ*cj1388* mutant had a significantly larger halo than the wild-type strain after both 24 and 48 h, whereas swarming motility of the Δ*cj0327* and Δ*cj1388cj0327* strains was not different from wild-type.

### Cj1387c, Cj1388, and Cj0327 contribute to autoagglutination

Autoagglutination (AAG) was used to quantify flagella-mediated cell-cell contacts as observed in the Δ*cj1387c* strain, and assess the possible roles of Cj1388 and Cj0327 in this phenotype. *C. jejuni* is known to autoagglutinate, and this activity is known to be dependent on the flagella (Golden and Acheson, 2002). Overnight AAG (i.e., 24 h incubation, hereafter referred to as the final AAG measurement) was significantly lower in the Δ*cj1387c* strain compared to the wild-type: 10% of the starting A_600_ compared to 20% in the wild-type (Figure 5A). The AAG phenotype could be restored by expression of *cj1387c* from the constitutive *fdxA* promoter in pseudogene *cj0046* (Supplementary Figure 5). AAG was significantly reduced in a strain containing two copies of Cj1387c (WT::cj1387c^*^) compared to the wild-type. This may be explained by the low level of *cj1388* transcript that was detected by RNA-seq analysis (Porcelli et al., 2013; Handley et al., 2015), with a RPKM value of 1.97. 

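Total RNA of the *C. jejuni* NCTC 11168 wild-type strain in late log phase was sequenced as 1 library on an Illumina HiSeq 2000. Neither rRNA nor tRNA was depleted, and the library carried no strand information. The authors mapped the reads with CLC Genomics Workbench v5 and deposited 1 value per feature for 1699 features, in RPKM, rounded to 2 decimals except for *cj0736*. RPKM divides the reads on a feature by its length in kilobases and by the mapped reads of the library. The sum of RPKM times feature length shows that the mapped reads in this denominator are those on the listed features, rRNA included. For short features with few reads, the product of RPKM and length was a whole multiple of 10.2, the worth of 1 read, which gives about 98000000 mapped reads. Of these, about 93700000 reads (95.6%) lay on the 9 features whose identifiers start with Cjr, taken as rRNA, and about 4280000 (4.37%) lay outside rRNA and tRNA. The number of reads on each gene was derived from its RPKM in the same way. Intervals are exact Clopper-Pearson 95% intervals on those reads and cover counting error only. A detection limit was set by choice at 3 reads, an RPKM of 0.031 for a gene of 1000 bases. Lower values, down to 1 read, are listed too, and 25 features were listed at 0.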

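The *cj1388* gene (bases 1325302 to 1325664 of the NCTC 11168 genome sequence, 363 bases) had an RPKM of 1.97 in the wild-type library, with a 95% interval of 1.53 to 2.49. This value rests on about 70 reads. Of the 1699 features, 563 had a lower RPKM, which puts *cj1388* at the percentile 33.1 (29.0 to 37.4 at the ends of its interval). The median RPKM over all features was 4.88. The adjacent *cj1387c* gene had an RPKM of 5.75 (5.18 to 6.37, about 370 reads), 2.92 times that of *cj1388* (2.26 to 3.83). The *cj0327* gene, which encodes the second Endoribonuclease L-PSP domain protein, had an RPKM of 4.62 (3.93 to 5.4, about 159 reads), 2.35 times that of *cj1388* (1.76 to 3.16). Both ratios differ from 1 by more than counting error, but a single library gives no replicate check. The alternatives run on this value changed only the denominator. They multiply every gene by the same factor, so they could not change the order of the 3 genes. Rescaled to the reads outside rRNA and tRNA, the RPKM was 45.1 for *cj1388*, 132 for *cj1387c* and 106 for *cj0327*. From the low RPKM of *cj1388*, the paper proposes an explanation for the reduced AAG of the strain with an additional *cj1387c* copy. It hypothesizes that overexpression of *cj1387c* might fully repress a transcript that is already scarce in the wild-type.

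**Figure D2:**
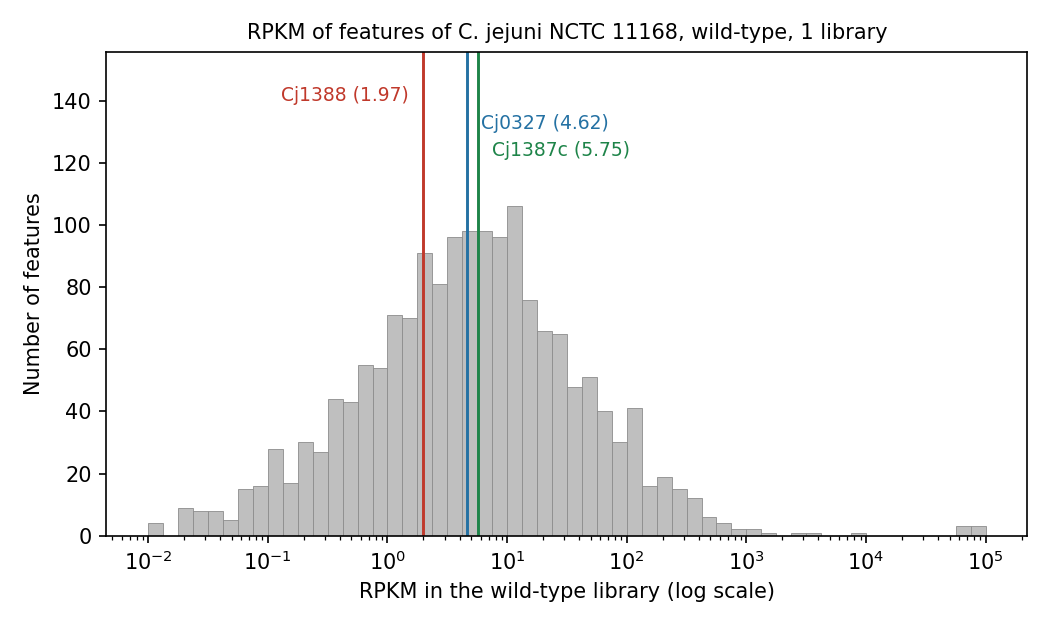
Distribution of RPKM in the wild-type RNA-seq library. The horizontal axis is RPKM on a log scale, the vertical axis is the number of features in each bin, and the 25 features at 0 are not drawn. Vertical lines mark *cj1388* at 1.97, *cj0327* at 4.62 and *cj1387c* at 5.75, near or below the middle of the distribution, and the bars at the far right are rRNA features.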

We hypothesize that overexpression of *cj1387c* from two gene copies might therefore result in full repression of *cj1388* transcript, resulting in decreased AAG compared to the wild-type. The T_1∕2_, describing the steepest part of an 8 h AAG assay, was 60% of the wild-type in the Δ*cj1387c* strain (Figure 5B). The increased AAG phenotype of the Δ*cj1387c* strain is consistent with the microscopy observations showing flagella-mediated cell-cell contacts.

**Figure 5:**
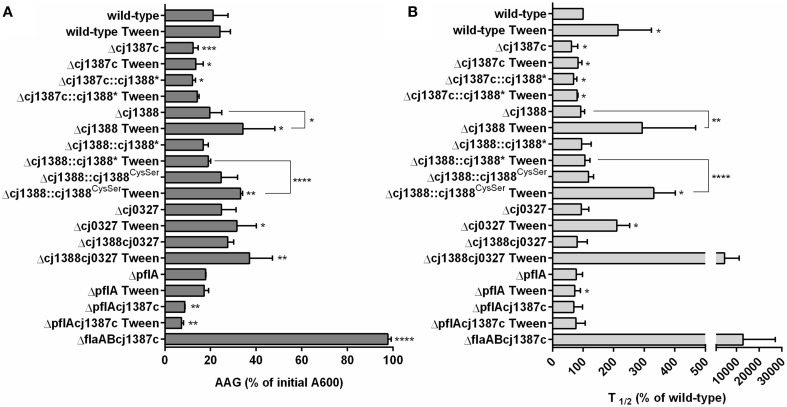
**Inactivation of** ***cj1387c*** **increases autoagglutination, while inactivation of** ***cj1388*** **and** ***cj0327*** **decreases autoagglutination in media supplemented with Tween-20**. AAG of cultures grown overnight in Brucella broth was measured over an 8 h time period and after 24 h at room temperature in air. The percentage of the initial A_600_ following 24 h **(A)** and t_1∕2_ of the steepest part of the AAG curve over the initial 8 h was calculated and expressed as a percentage of the wild-type **(B)**. Results show the mean of at least three biological replicates. Significantly different results, determined using either an unpaired *t*-test **(A)** or one-sample *t*-test **(B)** are indicated by asterisks (^*^p < 0.05, ^**^p < 0.01, ^***^p < 0.001, ^****^p < 0.0001).

To assess the strength and nature of the flagella-flagella interactions, AAG assays were repeated in media supplemented with sub-inhibitory concentrations of various detergents (Svensson et al., 2009). Assays in media supplemented with either 0.00025% SDS or 0.05% Triton X-100 had no effect on either AAG rate or final AAG levels (data not shown). However, AAG in media supplemented with 0.002% Tween-20 did affect AAG in a strain-dependent manner (Figure 5). Tween-20 marginally slowed the AAG rate of the wild-type, and this effect could be increased by increasing the level of Tween-20 (data not shown). The Δ*cj1387c* strain showed no response to Tween-20, either in rate or final AAG. In Tween 20-supplemented media, the rate of AAG of the Δ*cj1388* strain was significantly slower than the wild-type (almost 300% of that observed in the wild-type) and final AAG was around 34% of the initial A_600_. Complementation of the *cj1388* mutant with constitutively expressed *cj1388* restored the wild-type phenotype. The final AAG measurements of the Δ*cj0327* and Δ*cj1388-cj0327* strains were significantly different from the wild-type in Tween 20-supplemented media. Combining both the *cj1388* and *cj0327* mutations had a dramatic effect on AAG rate: the Δ*cj1388-cj0327* double mutant behaved essentially as a Δ*cj1387c-flaAB* double mutant over the course of an 8 h AAG assay. AAG in the Δ*cj1387c-flaAB* strain is totally abolished due to absence of flagella. AAG of the Δ*pflA* strain was similar to the wild-type, suggesting that flagella rotation is not required for AAG. Like in the Δ*cj1387c* strain, AAG in the Δ*pflA-cj1387c* double mutant was increased, relative to the wild-type. The Δ*pflA-cj1387c* double mutant actually showed a significantly lower final AAG value compared to the single Δ*cj1387c* strain.

### Cj1388 forms a disulfide linked dimer

Examination of the Cj1388 primary sequence revealed a single cysteine residue at position 71 (Figure 1B). Reasoning that this residue may be involved in disulfide bridge formation, two over-expression constructs were made. Firstly, *cj1388* was cloned into pET28a to make an N-terminal translationally-fused his-tagged protein. The cysteine codon was then substituted for a serine codon (TGC to AGC) using site-directed mutagenesis. Both constructs were transformed into *E. coli* strain BL21 (DE3) and protein expression was induced with IPTG. SDS-PAGE analysis showed that both expression strains resulted in the clear over-expression of a soluble protein of the expected size. Repeating SDS-PAGE analysis of the Cj1388H_6_ fractions in non-reducing conditions showed the appearance of a 44 kDa protein band, calculated to be 2.4 times the size of the purified protein observed in reducing conditions (Figure 6). The identity of both the higher and lower molecular protein bands was confirmed to be Cj1388 using LC-MS-MS ion search by Mascot with full coverage of the predicted protein sequence when using a chymotrypsin digest for the reduced and alkylated protein. Searching the upper band digest for the presence of the disulfide-linked peptide using the Mass Matrix program disappointingly failed to identify the crosslinked peptide species. SDS-PAGE analysis of the Cj1388^Cys71Ser^ fractions in non-reducing conditions did not show the 44 kDa fragment. Thus, Cj1388 can form a dimer where subunits are connected via a disulfide bridge. To test if dimer formation is required for function, the *cj1388* complementation construct was subjected to site-directed mutagenesis to substitute Cys71 for serine, as in the expression construct. This construct was then transformed into the Δ*cj1388* strain to make strain *cj1388*::*cj1388*^*Cys*71*Ser*^. While the *cj1388* complement strain can rescue the Tween20 phenotype of the Δ*cj1388* mutant, the *cj1388*::*cj1388*^*Cys*71*Ser*^ cannot, suggesting that dimer formation may be required for function of Cj1388 in modulating flagella interactions in media containing Tween 20 (Figure 5).

**Figure 6:**
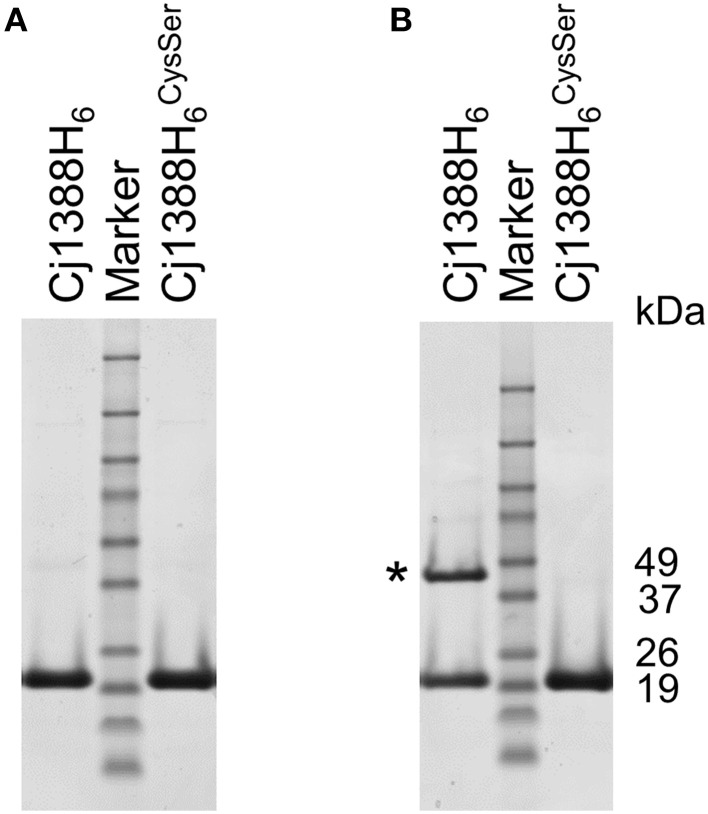
**Cj1388 forms a dimer via a disulfide bridge. Cj1388H_6_ or Cj1388 H^CysSer^_6_ were cloned into pET28a and induced with IPTG**. SDS-PAGE in non-reducing conditions **(B)** shows the appearance of a protein fragment twice the size of the purified protein (marked with an asterisk) not visible in reducing conditions **(A)** or in samples containing Cj1388H^CysSer^_6_.

Given that Cj1388 is predicted to consist of a single endoribonuclease domain, its ability to degrade nucleic acid was tested. Purified Cj1388 did not show any nuclease activity on *C. jejuni* ribosomal RNA or DNA and lysates from IPTG-induced cultures expressing Cj1388 were negative on DNase indicator agar plates (Gaasbeek et al., 2010), data not shown.

### Cj1388 and Cj0327 have a role in virulence in the *Galleria mellonella* model

Bacterial flagella are known to be highly antigenic (Hayashi et al., 2001; Smith et al., 2003), and motility in *C. jejuni* is a known virulence factor (Lee et al., 1986; Szymanski et al., 1995; Carrillo et al., 2004). Given that the Cj1387c-1388 system affects AAG, which is dependent on functioning flagella, we sought to assess the role of Cj1388 and Cj0327 on virulence using the *Galleria mellonella* virulence model (Champion et al., 2010). The Δ*cj1388*, Δ*cj0327*, and Δ*cj1388*-*cj0327* strains showed attenuation in *Galleria* larvae, with the Δ*cj1388* strain showing the greatest level of attenuation (Figure 7). The virulence phenotype of the Δ*cj1388* and Δ*cj0327* strains could be restored by complementation with their cognate gene.

**Figure 7:**
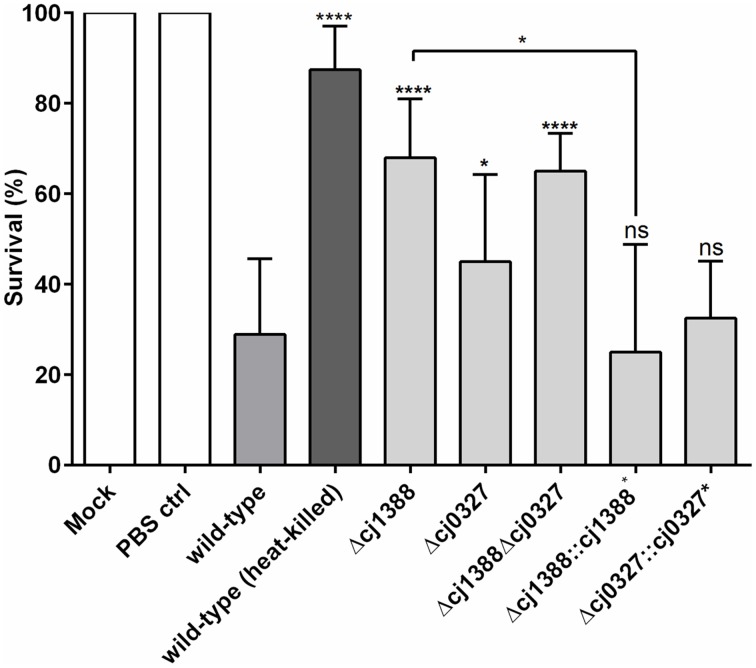
**Strains lacking Cj1387c, Cj1388, and/or Cj0327 are attenuated in the** ***Galleria*** **wax moth larvae model**. Galleria larvae were injected with 10 μl of cells (1 × 10^6^ cells) harvested from Skirrow plates and washed in PBS. Mock injection, injection with PBS, and injection with heat-killed *C. jejuni* were included as negative controls. Results show the mean of at least four biological replicates, each containing 10 larvae. Significantly different results, determined using unpaired *t*-tests, are shown using asterisks (^*^p < 0.05, ^****^p < 0.0001).

## Discussion

The regulatory cascade controlling expression of flagellar genes in *Campylobacter* is increasingly well understood; however, there are fewer insights into the regulatory control of post-translational modification of flagella. The paradigm of sensing the environment followed by modulating behavior, enzyme activity, or gene expression to adapt to those changes is well established. Thus, it is not surprising that post-translational control of flagella should also be subject to environmental control. In this study we have identified a new PAS-domain-containing repressor protein, which affects flagella-flagella interactions resulting in higher levels of autoagglutination. Proteomics analysis suggests that this regulatory protein represses expression of the adjacent downstream gene encoding a dimeric effector protein Cj1388. This protein, in concert with a homolog encoded in a different region of the chromosome, affects autoagglutination and may play a role in virulence. Homologs of Cj1387c and Cj1388 in other organisms are always found linked suggesting that this system always functions in concert.

PAS domains are known to sense diverse environmental signals and participate in dimerization (Ma et al., 2008; Slavny et al., 2010). Unlike the PAS domain found in other *Campylobacter* proteins, the (YheO-like) PAS domain found in Cj1387c is only found in bacteria and exhibits a very limited architectural diversity. Very little is known about this member of the PAS family; the sensed stimuli or signal, if any, for Cj1387c is not known. The Cj1388 effector protein appears to be a dimer, formed via a disulfide bridge between two monomers. This suggests that there could be a link to redox control; indeed, redox sensing in PAS domain sensors is well established (Hill et al., 1996; Xie et al., 2010; Sousa et al., 2013).

Deleting Δ*cj1387c* resulted in a clear “cell-train” morphology. Ryu flagella staining suggested that the cells were connected via flagella and accordingly, combining the *cj1387c* disruption with a *flaAB* mutant abolished cell chain formation. Flagella rotation, however, is dispensable for cell chain formation as the *cj1387c* mutant in a paralyzed flagella background showed the “cell-train” morphology and rapid AAG. The paralyzed flagella mutant in strain 81–176 is known to show normal AAG (Guerry et al., 2006) and we confirm this observation for the NCTC 11168 background. Interaction between flagella during AAG is therefore most likely to occur via a physical interaction between flagella filaments. Interestingly, cell chains are still motile, and chains of up to three cells could be observed with rapid darting motility. Given that flagella rotation is governed by CheY and subject to chemotactic control, this raises the intriguing question as to which cells in a cell-chain determine direction and how does directional dominance arise? The role of these cell chains in the normal physiology and survival of *C. jejuni* is not known. The flagella-flagella interactions may merely be a consequence of disrupting the normal flagella glycan decoration pathways, which are known to be essential for flagella assembly and function (Goon et al., 2003; Asakura et al., 2013). Clearly, disrupting *cj1387c*-*88* does not abolish glycosylation, as the cells still possess flagella and are motile and no gross differences in glycoprotein could be detected by Alcian Blue staining. Changes in glycosylation decoration of the flagella are however the most likely explanation for the changes in AAG observed in this study. AAG is known to be important for microcolony formation at the initiation of biofilm formation (Cole et al., 2004; Boddey et al., 2006; Moreira et al., 2006), and in *C. jejuni*, flagella are required for robust biofilm formation (Joshua et al., 2006; Reuter et al., 2010). The biofilm phenotype of the Δ*cj1387c* and Δ*cj1388* strains was not different from the wild-type as assessed by microscopy and crystal violet staining.

Both Cj1388 and Cj0327 are small (13 kDa) proteins consisting of single endoribonuclease L-PSP domain. This domain was first characterized as liver perchloric acid-soluble protein (hence L-PSP) from Rat liver and shown to inhibit protein synthesis (cell free system using rabbit reticulocyte lysate) and degrade *in vitro* transcribed mRNA (Oka et al., 1995; Morishita et al., 1999). Non-reducing SDS-PAGE and substitution of the single cysteine residue in Cj1388 demonstrated that this protein likely forms a disulfide stabilized dimer. A complement construct carrying the Cys71Ser substitution also failed to complement the AAG-Tween phenotype, suggesting that dimerization is required for function. If indeed these proteins do function to degrade mRNA, this suggests that post-transcriptional regulation may play a role in regulating flagella function. While both Cj1388 and Cj0327 score as significant for a Ribonuclease L-PSP domain, they are only 36% identical. Cj0327 has two cysteine residues, and it is unknown if these contribute to inter- or intra-domain disulfide bridge formation. Based on the levels of AAG in Tween-supplemented media, disrupting either gene has the same consequence (reduced AAG) and this phenotype is most extreme when both mutations are combined. Degenerate function has been seen previously in *C. jejuni*: the Cet energy taxis system can function with either CetB and CetC (Reuter and van Vliet, 2013) and both FlaA and FlaB flagella proteins are incorporated into the flagella filament (Logan et al., 1987; Guerry et al., 1991). Moreover, *C. jejuni* strain RM1221 contains three extra-cellular DNases (Gaasbeek et al., 2010). The presence of two Ribonuclease L-PSP proteins in *C. jejuni* is an example of functional redundancy, although *C. coli* has only the single *cj1387c*-linked gene. Also, based on the String analysis, Cj0327 homologs are much less common than the linked *cj1387c*-*88* system.

Disrupting both *cj1388* and *cj0327* genes resulted in significant attenuation in the *Galleria* wax moth larvae model, and virulence in this model was restored by constitutive *in trans* expression of Cj1388. It is well established that changes in glycosylation and AAG affect adhesion to and invasion of human intestinal cells (Guerry et al., 2006). Although flagella from *Campylobacter* and *Helicobacter* lack TLR5-recognition sites (Galkin et al., 2008), the sheer size of the flagella suggests that it will be highly antigenic. As part of the insect immune system, N-acetylglucosamine-specific lectins are known to facilitate phagocytosis by the haemocyte cells (insect phagocytes) (Kavanagh and Reeves, 2004) and this process is further augmented by the action of lysozyme, which degrades bacterial peptidoglycan exposing lectin-specific molecules such as teichoic acid and lipomannans (Wilson and Ratcliffe, 2000). Therefore, changes in surface polysaccharides, on either the flagella or cell might be expected to influence virulence in an insect model. The Cj1388-Cj0327 proteins may therefore represent hitherto unknown virulence determinants.

In summary, we have identified a novel system that affects flagella-flagella interactions. We propose to designate the Cj1387c repressor as CfiR (Campylobacter flagella Interaction Regulator) and name the effectors as CfiP (Cj1388) and CfiQ (Cj0327). Proteomics analysis shows that CfiP is repressed by CfiR. We present a model whereby CfiPQ control flagella glycan decoration, which influences cell aggregation and virulence (Figure 8). Deletion of CfiPQ results in attenuation in the Galleria model and a disruption of flagella-mediated autoagglutination by the surfactant Tween-20; derepressed expression of disulfide-linked CfiP dimers results in tightly connected “cell-trains” mediated by the flagella, and increased aggregation. CfiRP homologs are found in other bacterial species, and always linked on the chromosome. Therefore, this system, acting in concert, may control glycan modification in other bacteria, which may influence virulence and immuno-modulation in pathogens such as *S. pyogenes, S. enterica, V. parahaemolyticus*, and *Y. pestis*.

**Figure 8:**
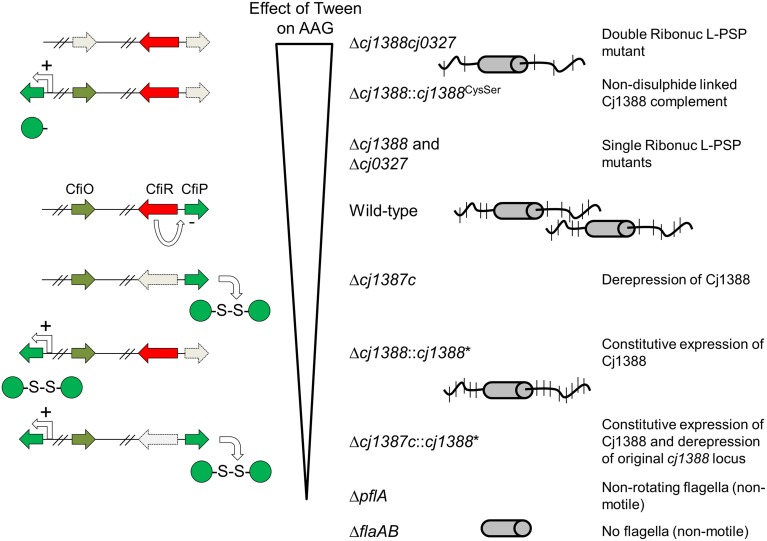
**Model showing the effect of disrupting the** ***cj1387c*****-*****cj1388*****-*****cj0327*** **genes on autoagglutination (AAG)**. Strains are shown ranked in the order in which AAG is decreased in media supplemented with Tween 20 compared to un-supplemented media. Cj1388 expression is proposed to be de-repressed when *cj1387c* is inactivated resulting in greater AAG, which cannot be disrupted by Tween. Deleting both *cj1388* and/or *cj0327* results in a Tween-dependent decrease in AAG. Complementation by Cj1388 rescues this phenotype, and this activity is dependent on a single cysteine residue in Cj1388, which forms a dis- sulfide-linked dimer *in vitro*. AAG is dependent on flagella glycan decoration, suggesting that Cj1388 and Cj0327 have a role in mediating glycan modification of flagella.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: A PAS domain-containing regulator controls flagella-flagella interactions in Campylobacter jejuni
**Source:** Front Microbiol. 2015 Jul 30;6:770. doi: 10.3389/fmicb.2015.00770
**Supplement:** Supplementary file 1

***Supplementary Material***

**A PAS Domain-Containing Regulator Controls Flagella-Flagella Interactions in *Campylobacter jejuni***

**Mark Reuter^1,*^, Paula M. Periago^2, 3^, Francis Mulholland^1^, Helen L. Brown^1,4^, and Arnoud H.M. van Vliet^1^**

Norwich Research Park

Colney Lane

Norwich NR4 7UA

United Kingdom.

## Supplementary Tables

**Supplementary Table 1 | Primers used in this study**

| **Name** | **Sequence ^a^** | **Description** |
| --- | --- | --- |
| cj1388_flankFwd | 5'-CCTAAAATggtACCCATATCTCC-3’ | Upstream primer to amplify *cj1388 locus* plus ≈500bp flanking sequence. |
| cj1388_flankRev | 5'-CCATGActgCAgTTCCACTTCC-3' | Downstream primer to amplify *cj1388* locus plus ≈500bp flanking sequence. |
| cj0327flankFwd | 5'-CCTAAAACTAgagCTCCTTTGATTGTGG -3' | Upstream primer to amplify *cj0327* plus ≈500bp flanking sequence. |
| cj0327flankRev | 5'- GGAGCTGAAAAAgCAtGcTCAATTATGG -3' | Downstream primer to amplify *cj0327* plus ≈500bp flanking sequence. |
| cj1388_inverseStart | 5'-ctagggatccCCATTTACTTCTCTGTAAGC -3' | N-terminal inverse PCR primer for replacing *cj1388* with an antibiotic cassette. |
| cj1388_inverseEnd | 5'-ctagggatccCCTTATCCAGCAAGAAGTGC-3' | C-terminal inverse PCR primer for replacing *cj1388* with an antibiotic cassette. |
| cj0327InverseIBamHI | 5'-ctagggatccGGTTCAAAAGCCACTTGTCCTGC -3' | N-terminal inverse PCR primer for replacing *cj0327* with an antibiotic cassette. |
| cj0327InverseIIBamHI | 5'-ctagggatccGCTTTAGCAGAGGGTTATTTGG-3' | C-terminal inverse PCR primer for replacing *cj0327* with an antibiotic cassette. |
| cj0326Fwd | 5'-GGAAAGTAATTTCGATCATATTCC-3' | Primer anneals outside *cj0327* flanking region and used to confirm insertional inactivation of *cj0327*. |
| cj0328Fwd | 5'-GCTAAAGCCTTAGTAGAAAGTGG-3' | Primer anneals outside *cj0327* flanking region and used to confirm insertional inactivation of *cj0327*. |
| cj1388comp_FwdBspHI | 5'-GGAGAATTCATGagcAACTATCCAAAG-3' | Primer used to amplify *cj1388* for complementation in pCfdxA. The 2^nd^ codon is altered from TCA to AGC; both encode Serine. |
| cj1388comp_RevBspHI | 5'- GAAAAAtCAtgACCTAGCATGTTTTATCC-3' | Reverse primer used to amplify *cj1388* for complementation in pCfdxA. |
| Cj1387cCompFwd | 5'-GAAGGCAGTTccATGGATGAGGG -3 | Primer used to amplify *cj1387c* for complementation in pKfdxA. |
| Cj1387cCompRev | 5'-CCTTATACcaTgGCTATTATGTTTGG-3’ | Reverse primer used to amplify *cj1387c* for complementation in pKfdxA. |
| Cj0327Comp_Fwd | 5'-CAAGGAAAATATtCATGATAAAGCG-3' | Primer used to amplify *cj0327* for complementation in pKfdxA. |
| Cj0327Comp_Rev | 5'-GGATCTGCGCTcaTgAAATTTGG-3' | Reverse primer used to amplify *cj0327* for complementation in pKfdxA. |
| pflAFwdScreen | 5'-GCTTATAGGTGCTTTTGCGGCTC-3’ | Primer anneals in *cj1566c* and was used to confirm *pflA* insertional inactivation. |
| pflAKOR | 5'-CAATCTTTAGAAGAAACTGCAGCAGCT-3’ | Primer anneals upstream of *cj1565c* (*pflA*) and was used to confirm *pflA* insertional inactivation. |
| KmReadOut | 5'-CGGGGAAGAACAGTATGTCGAGC-3’ | Reads out from the 3’ end of the Kanamycin resistance cassette. |
| KmPrReadOut | 5’-GCGATATCTTCTATATAAGCGTACCG-3’ | Reads out from the 5’ end of the Kanamycin resistance cassette. |
| CatReadOut | 5’- CGTTTGTGACGGCTTTCATGTTTGC-3’ | Reads out from the 3’ end of the Chloramphenicol resistance cassette. |
| CatPrReadOut | 5’-GGTCGAAATACTCTTTTCGTGTCC-3’ | Reads out from the 5’ end of the Chloramphenicol resistance cassette. |
| 0046Fcheck3 | 5’-GCAGAGCACTTGATTTTAGTGTGTGC-3’ | Primer for checking inserts into pseudogene *cj0046* used for complementation (upstream primer). |
| 0046Rcheck | 5’-CCTGGAGAAGTATTAGATAGTAGCGG-3’ | Primer for checking inserts into pseudogene *cj0046* used for complementation (downstream primer). |
| cj1388pET_Fwd | 5'-GGAGAAcatATGTCAAACTATCCAAAG-3' | N-terminal primer for cloning *cj1388* into pET28a |
| cj1388pET_Rev | 5'-GAAAAAAggATcCCTAGCATGTTTTATCC-3' | C-terminal primer for cloning *cj1388* into pET28a |
| 1388Cys-SerDpnI1 | 5’-CCACTaGCTTTTTAGCTGATATTAATG-3’ | cys71ser site-directed mutagenesis primer (cj1388) |
| 1388Cys-SerDpnI2 | 5’-GCTAAAAAGCtAGTGGTTTTAATCAC-3’ | cys71ser site-directed mutagenesis primer (cj1388) |

^a^ Restriction enzyme sites that are introduced for cloning purposes are underlined. Mismatched bases are in lowercase.

## Supplementary Videos

Supplementary Video 1 | Cell chains formed by the *cj1387c* strain are motile. The *cj1387c* strain was grown overnight in Brucella broth under microaerobic conditions at 37°C and mounted directly on a twin-frost microscope slide. Movies were recorded, and short clips were made using ImageJ. iMovie was used to compile the video clips.

- 1. **Supplementary Figures**

**Supplementary Figure 1** | **Comparison of domain architecture and total number of sequences for the PAS (Per-ARNT-Sim) protein domain family**. Cj1387c contains a PAS6 (YheO-like) domain (PF08348, orange box), which exhibits limited architectural variation in comparison with the other members of the PAS family. All other PAS domains found in *C. jejuni* are classified as PAS9 domains (blue box). For the PAS family, the number of sequences is observed to correlate with architecture variation (coefficient of determination (R^2^) = 0.91).

**Supplementary Figure 2** | **Flagella are required for cell chain formation resulting from the Δ*cj1387c* disruption**. The *flaABcj1387c* strain was grown overnight in Brucella broth under microaerobic conditions at 37°C and mounted directly on a twin-frost microscope slide. Fresh Ryu stain was applied to the coverslip and cells photographed at x100 magnification.

**Supplementary Figure 3 |** **Cell chain formation is independent of functional rotating flagella**. The Δ*pflAcj1387c* strain was grown overnight in Brucella broth under microaerobic conditions at 37°C and mounted directly on a twin-frost microscope slide. Fresh Ryu stain was applied to the coverslip and cells photographed at x100 magnification.

**Supplementary Figure 4 |** **Orthologs of Cj1387c and Cj1388 show genetic linkage**. A. The String database was used to show homologs of Cj1387c. In all cases, organisms containing a homolog to Cj1387c also contained an adjacent Cj1388 homolog, although the configurations varied (Sets 1 – 7). This was also the case in examples of gene duplication (Set 7). In some instances, the Cj1387c and Cj1388 homologs were separated by a single gene, with the exception of *Photobacterium profundum* and *Geobacillus* sp. Y412MC10 (two intervening proteins), and *Atopobium parvulum* DSM 20469 (nine intervening proteins). The intervening proteins vary in their predicted function, and represent different cellular functions (25 different orthologous group clusters (COGs)). Homologs to the Cj0327 protein are less common; the String database shows only 23 homologs in bacteria and one Archaeal homolog (in *Natronomonas pharaonis*). Homologs of Cj0327 are most common in *C. jejuni*, *Y. pestis*, and *Y. pseudotuberculosis* (12/24 instances).

B. A pie chart showing the distribution of the different genetic configurations reveals that Set 2 is the most common genetic arrangement (a Cj1387c homolog followed by a Cj1388 homolog).

Supplementary Figure 5 | Complementation of the Δ*cj1387c* mutant by constitutively expressing Cj1387c rescues the AAG phenotype. A construct expressing Cj1387c from the constitutive *fdxA* promoter was inserted into pseudogene *cj0046c* in both wild-type and Δ*cj1387c* strains. A strain containing two copies of Cj1387c (WT::cj1387c*) shows significantly less AAG compared to wild-type. Complementing the *cj1387c* inactivation by constitutively expressing Cj1387c (Δ*cj1387c*::*cj1387c**) rescues the AAG phenotype: AAG is not statistically different from the wild-type but is statistically different from the Δ*cj1387c* strain. Significantly different results were determined using an unpaired t-test (* = p < 0.05, ** = p < 0.01).

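The *fdxA* gene, whose promoter drives *cj1387c* in this construct, lies from base 301892 to 302176 of the NCTC 11168 genome sequence. In the wild-type RNA-seq library *fdxA* had an RPKM of 1326.56, above 1688 of the 1699 listed features and 231 times that of *cj1387c* (95% exact interval for counting error 208 to 256). The pseudogene used as the insertion site, listed as *cj0046* from base 66985 to 68504, had an RPKM of 0.33. These are values of the native genes in the wild-type strain without the construct, from 1 library.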

**
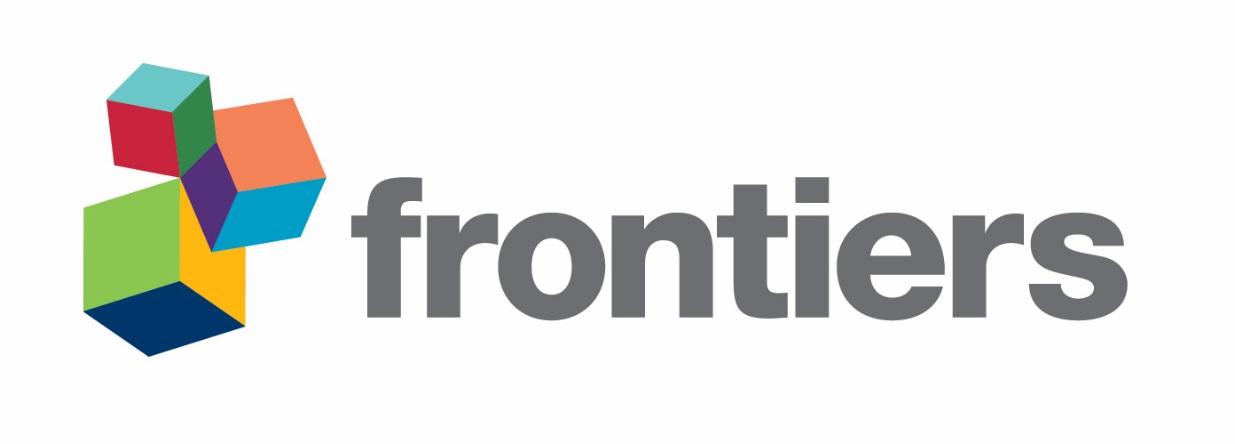
**

How the deposited data were processed for this re-analysis (not part of the article)

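RNA-seq values of *C. jejuni* NCTC 11168 were used from 2 libraries, 1 of the wild-type strain and 1 of a *fur perR* mutant, in which the genes of the iron regulator Fur and the peroxide regulator PerR are inactivated. Both strains were in late log phase. The paper reports on the wild-type library, and the *fur perR* mutant library belongs to the same series. The strain of each library was taken from the sample labels and, for the wild-type, from the methods of the paper.

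The authors extracted total RNA with hot phenol, did not deplete rRNA or tRNA, sequenced libraries without strand information on an Illumina HiSeq 2000 and mapped the reads with CLC Genomics Workbench v5. They deposited RPKM values (reads per kilobase, scaled to the mapped reads) for 1699 features, rounded to 2 decimals except for *cj0736*, which has more, with the first and last base of each feature in the NCTC 11168 genome sequence. Mapping settings and the treatment of reads with several matches were not found in the paper, its supplement or the sample labels.

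The deposited RPKM values times feature length sum to the same total in both libraries, so RPKM is relative to all reads on the listed features. The worth of 1 read was found from features with few reads and gave about 98000000 mapped reads in the wild-type and about 57400000 in the *fur perR* mutant. Reads on features named Cjr, taken as rRNA from their identifiers, were 95.6% and 97.0% of these, and about 4280000 and 1710000 reads lay outside rRNA and tRNA. Reads per gene were derived from RPKM, length and this step. They are approximate for long or abundant genes because RPKM is rounded, and the RPKM values themselves stayed the main values. Intervals are exact Clopper-Pearson intervals at 95% on these reads and cover counting error only. A detection limit was set by choice at 3 reads, an RPKM of 0.031 in the wild-type and 0.052 in the *fur perR* mutant for a feature of 1000 bases. Values below this limit, down to 1 read, are listed too. Depth limits genes with few reads most: *cj1388* rests on about 70 reads in the wild-type and 69 in the mutant, and *cj0327* on about 159 and 35.

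The change between the strains is the log2 ratio of RPKM in the *fur perR* mutant to RPKM in the wild-type after adding a pseudocount of 1 to each, so the change of genes with low values is understated. Intervals of a ratio are for the ratio without a pseudocount. Genes at least 4-fold higher or lower were counted among features with an RPKM of at least 10 in at least 1 library. These counts cover features of any class, so rRNA, tRNA and other RNA features such as Cjr03 are included. With 1 library per strain, differences have no replicate check, no test between the strains was made and no p-value is given. The median log2 ratio of a gene list was placed among 10000 random lists of the same size, each member matched to 1 of the 50 features nearest in mean expression, as a description of these 2 libraries. Members of random lists were drawn independently, so neighbouring genes that change together may make the shares of random lists too extreme. The ratio of a single gene was placed among the 200 features nearest in expression. To see what depth alone does to the number of features at 0, wild-type reads were drawn down at random 100 times to the number of reads in the mutant.

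The genes named in the text are those the paper names, *fur* and *perR*, and the 5 largest rises and 5 largest falls among features with an RPKM of at least 10 in at least 1 library. This rule was set in advance. Neighbours of the genes the paper names, the second *flgE* feature, *motB*, *flgD*, *flgH*, *flgG2*, *flgI*, *flgJ*, *flgK*, *flgL*, *fliK* and the Cjr features were added after the values had been seen. The genes *cetC* and *cetZ* are not reported because neither the files nor the paper pair these names with a listed identifier. The flagellar list and the list of iron and peroxide genes were planned from gene products. The files give identifiers but no products and no annotation was used here, so both lists were made from gene symbols after the values of single genes had been seen, and *fur* and *perR* were left out. A list of ribosomal protein genes was added in the same way. The alternatives tried were other pseudocounts (0.1 and 10), other minimum RPKM values (none and 50), other scalings of the libraries and other sets of features.

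The calculations were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots with matplotlib 3.10.9. The calculation of depth and gene counts was tested on simulated data, in which 200 features were changed 8-fold. All of the raised and lowered features were called (100% each), and 0 unchanged features were called. The recovered depth was 100.01% and 100.0% of the depth put in. The simulated changes were larger than the fold needed for a call, so calling them checks the arithmetic only. The simulation gives no error rate for the counts of higher and lower genes in the real libraries. The other assays of the paper, such as motility, autoagglutination and light microscopy, were not analysed here.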

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

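The *fur perR* mutant library is not reported on in the paper, and the values here are rises and falls against the wild-type in that library that exceed counting error. The *fur* value, which rests on 2 reads in the mutant, is used only as a check of the labels. All tests described here were chosen after the result was seen, apart from the match of ribosomal protein genes on feature length.

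The 5 largest rises from the wild-type to the *fur perR* mutant among the 644 features with an RPKM of at least 10 in at least 1 library were *katA* (log2 ratio 7.25), *cj1386* (6.22), *cj1384c* (5.77), *cj0178* (5.14) and *chuA* (5.02). Without a pseudocount, the *katA* ratio was 8.78 on the log2 scale (95% interval for counting error 8.45 to 9.13), from 0.53 to 232.68 RPKM. The list of iron and peroxide genes was made after these values had been seen. Of the 30 features in that list, 14 passed the minimum RPKM, 10 of the 14 were higher in the mutant, and their median log2 ratio was 2.02. A shift of the whole library between the strains would leave the median inside the range of matched random lists, but 100.00% of 10000 random lists had a lower median. The same share, 100.00%, was found with lists matched on feature length as well and without the members among the 5 largest rises, whose removal left a median of 1.75. A mislabelled library would have kept its *fur* reads, while the *fur* log2 ratio was -4.80, with about 1337 reads in the wild-type and 2 in the mutant. The *perR* log2 ratio was 0.60, so the *perR* reads do not show a loss of PerR. A biological explanation remains as a hypothesis, that loss of Fur and PerR may raise the iron and peroxide genes. Differences between the 2 cultures or library preparations cannot be told apart from it with 1 library per strain.

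Among the 5 largest falls, *fur* itself is an inactivated gene. The other 4 were *flgE* at base 1638104 (log2 ratio -5.22), *flaA* (-4.31), *rplD* (-3.76) and *cj0331c* (-3.62). The *flgE* feature fell from 57.58 to 0.57 RPKM, and a second feature named *flgE*, at base 62231, fell from 6.28 to 0.24. The *flaA* gene fell from 425.92 to 20.53 RPKM and *flaB* from 83.10 to 37.41, so the ratio of *flaA* to *flaB* changed from 5.13 (95% interval for counting error 5.03 to 5.22) to 0.549 (0.519 to 0.579). Reads shared between the similar genes *flaA* and *flaB* make both values uncertain. No biological explanation was tested for the falls of *flgE*, *flaA* and *cj0331c*.

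The 52 ribosomal protein genes, which include *rplD*, had a median log2 ratio of -2.07, and all 52 were below 0. With the log2 ratios centred on -0.65, their median over the 416 features with an RPKM of at least 10 in both libraries, 49 of the 52 were below 0, and with both libraries scaled to the reads outside rRNA and tRNA 50 were. A shift of the whole library would leave the list among matched random lists, but 0.00% of 10000 random lists had a lower median, and with lists matched on feature length as well the share was again 0.00%. The labels place both cultures in late log phase. A difference in growth stage or growth rate between the cultures may contribute to this fall, and it cannot be told apart from an effect of the mutations.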

How the results depend on the processing

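The alternatives were set before the data were examined, except the scaling to the reads outside rRNA and tRNA, the use of gene symbols for the lists and the lists without their most changed or most similar members, which were chosen after seeing the data. The planned lists by gene product were not run because no products were used here. No paired analysis was possible because each strain has 1 library. The causes of the changes given here were not tested.

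On the TPM scale, the wild-type values were 3.88 for *cj1388*, 11.3 for *cj1387c* and 9.1 for *cj0327*. As RPKM rescaled to the reads outside rRNA and tRNA, they were 45.1, 132 and 106. The percentile of *cj1388* stayed between 32.1 and 33.2 under both of its alternatives.

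Centring the log2 ratios on -0.65, their median over the 416 features with an RPKM of at least 10 in both libraries, gave 1.19 for *cj1388*, -0.39 for *cj0327*, 1.20 for *fdxA* and 7.90 for *katA*, with 38 genes at least 4-fold higher and 36 lower. It changed the sign of the *cj1387c* ratio from -0.15 to 0.50. Scaling to the reads outside rRNA and tRNA gave 1.28 for *cj1388* and 0.37 for *cj1387c*, again of the opposite sign. It gave 1.10 for *fdxA* and 9.21 for *katA*, with 38 genes higher and 64 lower. The pseudocount of 1 was added after this scaling and so weighed less than in the main values. These values therefore mix the scaling with a smaller pseudocount, most of all for genes with low values. With pseudocount 0.1, *katA* was at 8.53. With pseudocount 10, *katA* was at 4.53 and *cj0327* at -0.32, 26 genes were lower instead of 99, and the flagellar list, with a median of -1.03, moved below the middle 95% of random lists. With a minimum RPKM of 50, 44 genes were lower, while pseudocount 0.1 gave 120 and no minimum RPKM gave 125. Under the other alternatives the number of genes at least 4-fold higher was from 16 to 32, against 24. Under every alternative run except pseudocount 10, the flagellar list stayed inside the middle 95% of random lists, with medians from -1.59 to -0.65. It was closest to the edge without a minimum RPKM, where its 42 members had a median of -1.07 and 2.70% of random lists had a lower one. The ratio of *cj1388* stayed above 0 and that of *cj0327* below 0 under each alternative run. The iron and peroxide list stayed above that range under each alternative run, with medians from 1.08 to 2.73.

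Depth limits the ratios of *cj0327*, with about 159 reads in the wild-type and 35 in the mutant, and of *cj1388*, with about 70 and 69. Their 95% intervals without a pseudocount are -1.98 to -0.88 and 0.25 to 1.25.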

Other observations

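The tests described here were chosen after the result was seen, apart from the test of depth for features listed at 0.

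Of the inactivated genes, *fur* fell from 28.79 to 0.07 RPKM in the *fur perR* mutant (log2 ratio -4.80), while *perR* was at 3.15 RPKM in the wild-type and 5.3 in the mutant (log2 ratio 0.60). The near absence of *fur* reads goes against a mislabelled library. An insertion that leaves *perR* sequence transcribed may give such a value, but one value per gene does not show where in *perR* the reads lie, and the log2 ratio of 0.60 cannot tell this apart from other explanations.

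Among the 644 features with an RPKM of at least 10 in at least 1 library, 24 were at least 4-fold higher and 99 at least 4-fold lower in the *fur perR* mutant, and the median log2 ratio was -0.85. Over the 416 features with an RPKM of at least 10 in both libraries the median was -0.65, and log2 ratios described as centred had this median subtracted. The share of reads outside rRNA and tRNA was 4.37% in the wild-type and 2.99% in the mutant, a difference of -0.55 on the log2 scale that lowers the RPKM of other genes together.

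For the genes the paper is about, *cj1388* was at 1.97 RPKM in the wild-type and 3.31 in the mutant (log2 ratio 0.54; without a pseudocount 0.75, 95% interval for counting error 0.25 to 1.25), above 93.5% of the 200 features nearest in expression. The *cj1387c* gene was at 5.75 and 5.09 RPKM (log2 ratio -0.15; without a pseudocount -0.18, with an interval of -0.44 to 0.08 that includes 0). Its log2 ratio was 0.50 after centring and 0.37 after scaling to the reads outside rRNA and tRNA, and the interval then excluded 0, at 0.21 to 0.73 and 0.11 to 0.63. The *cj0327* gene was at 4.62 and 1.74 RPKM (log2 ratio -1.04), above 43.5% of the 200 features nearest in expression. Its neighbours *serC* (-1.63), *fabH* (-1.51) and *plsX* (-2.37) were lower too, while *xseA*, on the other side of *serC*, was not (0.22). The RPKM of *cj0327* was 2.35 times that of *cj1388* in the wild-type (95% interval for counting error 1.76 to 3.16) and 0.526 times in the mutant (0.339 to 0.799). The *fdxA* gene was at 1326.56 RPKM in the wild-type and 1950.4 in the mutant (log2 ratio 0.56).

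The *katA* and *cj1386* genes rose, while the log2 ratio of *cj1387c* was -0.15. It was 0.50 after centring and 0.37 after scaling to the reads outside rRNA and tRNA. By coordinate, 0 bases separate *cj1387c* from *cj1386*, but its first listed base need not be where its transcription starts. Figure 1A draws *katA* and *kapA*, at the position of *cj1386*, pointing toward *cj1387c*, and reads from either strand were counted, so transcription reading on from *cj1386* would add reads to *cj1387c*. In the mutant the RPKM of *cj1386* was 17.7 times that of *cj1387c* (95% interval for counting error 15.2 to 20.6). The log2 ratio of *cj1387c* was above 79.5% of the 200 features nearest in expression, inside the middle 95%. That range is wide, so a moderate addition of reads would not be seen by this test, and after centring or scaling the interval of the *cj1387c* ratio lay above 0. Reading on from *cj1386* may add reads to *cj1387c*, and the values cannot tell it apart from a change of *cj1387c* itself or of the library.

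The flagellar list held 42 features, of which 20 passed the minimum RPKM. Their median log2 ratio was -1.30, and 18 of the 20 were below 0, 14 after centring and 15 after scaling to the reads outside rRNA and tRNA. The median of these 20 was not set apart from that of other genes of similar expression, since 10.04% of random lists had a lower median, so a shift of the whole library remains as an explanation for the median. Without *flaA*, *flaB* and *flgE* the share was 31.58%, and with lists matched on length as well it was 4.53%. Because the list already lay inside the middle 95% of random lists, these 2 tests do not separate shared reads or feature length from that shift. Of the 20 members, 7 were at least 4-fold lower, and 3.36% of random lists had as many. After centring 5 were, with 0.38% of random lists having as many, and after scaling to the reads outside rRNA and tRNA 6 were, with 1.35%. The members include *flgE* and *flaA*, whose falls were seen before the list was made. With the 5 largest rises and 5 largest falls left out of the list and of the random lists, 3 of 18 members were at least 4-fold lower after centring, and 5.42% of random lists had as many, so without these genes the number is not set apart. The genes left out include *flgE* at base 1638104 and *flaA*, which were among the 5 members counted after centring. Leaving out counted members raises the share by itself, so this test cannot tell a shift from other explanations. With no minimum RPKM the number was set apart. Among all 42 members, 13 were at least 4-fold lower, 8 after centring and 14 after scaling, and at most 0.01% of random lists had as many. The pseudocount weighed less after scaling, so the 14 include members with low values such as *fliK*, at -1.27 before and -4.37 after scaling. With the same genes left out, 6 of 40 members were at least 4-fold lower after centring, and 0.01% of random lists had as many. A shift of the whole library alone would not readily give that number. Random lists were drawn gene by gene, however, while *flgI* and *flgJ* share base 1399514. Neighbours that change together are counted separately, so the share of 0.01% may be too small. The 6 were *flgD* (log2 ratio -2.76 after centring), *flgH* (-2.77), *flgG2* (-2.82), *flgI* (-2.18), *flgJ* (-2.58) and *flgL* (-2.11). With the minimum RPKM, *flgD*, *flgH* and *flgG2* were the 3 of 18 not set apart. The fall of *flgE* at base 1638104 (-4.57 after centring) is not covered, because this gene was left out. Under the minimum RPKM, *flgJ* went from about 281 reads to 0, *flgI* from 713 to 7, *flgK* from 1206 to 39, *flgL* from 1891 to 53 and *fliK* from 257 to 2. Shared reads and feature length were not tested for these members. A difference in growth stage may also play a part, since 0.00% of random lists had a lower median than the ribosomal protein genes. Members differed widely, from -5.22 for *flgE* at base 1638104 to 0.99 for *motB*.

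The number of features listed at 0 was 25 in the wild-type and 91 in the mutant, and 20 of these were at 0 in both. Drawing wild-type reads down to 40.1% outside rRNA and tRNA gave 48 features at 0 (median of 100 draws, from 41 to 58), fewer than the 91 of the mutant library, so the lower depth alone did not give that number. No biological explanation was tested.

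Of the Cjr features of 120 bases, Cjr03 was at 8157.48 RPKM in the wild-type and 39802.52 in the mutant (log2 ratio 2.29), while Cjr06 and Cjr09 were both at 0.51 in the wild-type. Among the features of 1513 bases, Cjr01, Cjr04 and Cjr07, the highest wild-type RPKM was 1.0007 times the lowest. Placement of reads that match several copies may put reads on Cjr03 alone, but the even values of the longer copies do not show such a placement, and the sequences of the copies were not compared here. No biological explanation was tested.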
